A study of Rattus norvegicus with 2 samples. Its data were reported in "Cirbp suppression compromises DHODH-mediated ferroptosis defense and attenuates hypothermic cardioprotection in an aged donor transplantation model" (2024).

How the data were processed

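Material from the left ventricle of male rats was crosslinked, and the chromatin was fragmented and precipitated with an antibody against SP1. Per the labels, 1% formaldehyde was applied for 10 minutes, libraries were amplified for 15 cycles, and sequencing was paired-end with reads of 150 bases. GEO's labels put 1 library in the SP1 IP group and 1 in the input group, and the peak list belongs to the IP library. The labels give neither the age of the animals nor how many contributed.

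The authors called peaks on the IP library and deposited 1 list with 10 columns and no header. The aligner, the duplicate filter, the peak caller and its settings, and the genome build are not named in the labels or the main text of the paper, and its supplemental methods were not used here. The layout, and the letters added to peaks that share an interval, are those that the program MACS2 writes when it splits intervals by summit. The fold enrichment in the deposited list is on a linear scale, and by the formula inferred below it has 1 added to both tags and expectation. The p-value and the q-value of each peak were deposited as −log10 values by the authors. The score column deposited with them is a whole number, equal to 10 times the −log10 q with the decimals dropped for 100% of the peaks. Start, end and summit offset were deposited in bp counted from 0, and positions here are counted from 1. No replicates were pooled, because the IP group has 1 library.

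From these values the following was computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. For each summit, every whole tag count below 3000 was tried. The expectation that each count implies was taken from the fold, the Poisson tail from both, and a count was accepted when its −log10 p lay within 0.0002 of the deposited one. The smallest expectation in the list, 0.326 tags, was taken as the genome-wide one. The method was tested on 2000 peaks simulated with the same formulas. It recovered 100% of the tag counts there, and found a count for 0.0508% of the peaks whose p had been exchanged. This checks that a solution is unique, not that the caller used the formulas. The calculation of calls with each tag kept with probability 0.5 was tested on 200000 simulated sites, where the calls predicted from sites that had passed the threshold were 100% of those simulated. For Poisson counts at 1 cutoff that result is given in advance, so it checks the computation only. The simulation held the expectation constant, so the lowering of raised local input, which can let an unlisted site pass, was not tested. It had no interval widths, so the loss of intervals that become narrow was not tested either. The size of the steps in the raised expectations was found by a search over equally spaced steps. The depth of each library is unknown except through this recovery. A depth at this level limits the precision of every fold, as the intervals in the report give.

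Shares have Wilson 95% confidence intervals, tag counts and densities exact 95% Poisson intervals, and the ratio of densities an exact binomial one. All of them cover counting error only. Those of the densities and their ratio also take peaks as placed independently, which the closeness of neighbours contradicts, so they are too narrow. Densities used the distinct intervals and the length from the start of a chromosome to its last interval, since chromosome lengths were not used. Random placements kept the number of intervals per chromosome. No test between groups was made, since each group holds 1 library.

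Before the data were examined, 9 results were planned with their settings. The number of peaks is the only one that could be computed. The other 8, on the *Cirbp* promoter, promoters in general, GC boxes and gene lists, need gene positions or sequence of the build of the list, and were not analysed here, since the gene table at hand is of the assembly GRCr8. The rule fixed for naming genes could not be applied for the same reason, so the 10 intervals of highest fold were named instead. This choice, the recovery of tags, and the results on input, chromosomes and neighbours were made after the list was seen. Alternatives were a −log10 q of at least 5 or 10, a fold of at least 5, assembled chromosomes only, merged intervals, and the best summit of each interval.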

Results

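To examine where the transcription factor specificity protein 1 (SP1) sits on chromatin in the rat heart, chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed on the left ventricle of male Sprague-Dawley rats. The labels name both left ventricular myocardium and primary cardiomyocytes from it, give the treatment as sham and give no age, whereas the paper places its ChIP assay in aged donor hearts, so the age of the animals and whether tissue or isolated cells were used are uncertain here. ChIP-seq recovers the DNA fragments that are crosslinked to a protein with an antibody against it and counts where in the genome they come from. The series holds 2 libraries, namely 1 SP1 immunoprecipitate (IP) and 1 input of sheared chromatin that saw no antibody. The data analysed here are the peak list of the IP library, which gives for each peak an interval, a summit, a fold enrichment over background and a p and q value, all as the authors' peak caller wrote them. Each group holds 1 library, so no difference below has a replicate check, and intervals cover counting error only.

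The study used this experiment to ask whether SP1 occupies the promoter of the cold-inducible RNA-binding protein gene *Cirbp*, because a fall in SP1 was its candidate reason for low *Cirbp* expression in aged donor hearts. This comparison was not analysed here. The labels and the main text of the paper do not state the genome build of the list, and the gene table at hand is of the rat assembly GRCr8, which was not shown to be the build of the list, so none of its positions were used. Hence peaks are named by position, and no peak is assigned to a gene, exon, intron or untranslated region.

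The list held 7525 summits in 7129 distinct intervals. Most intervals, 6773, had a single summit, while 320 had 2, 32 had 3 and 4 had 4, so that 4.99% of intervals (Wilson 95% confidence interval 4.51% to 5.52%) had several summits. Summits that shared an interval were a median of 335 bp apart. The intervals did not overlap one another, had a median width of 353 bp (quartiles 248 and 507 bp, range 192 to 1976 bp) and covered 2921 kb in total. The fold enrichment had a median of 6.02 (quartiles 4.85 and 7.53), and 91.1% of summits (95% confidence interval 90.4% to 91.7%) were enriched less than 10-fold. At the other end, 39 summits, or 0.518% (0.379% to 0.708%), were enriched at least 20-fold, up to 96.0-fold. The smallest −log10 q was 1.31, a q value of 0.0492. The threshold moved the number of peaks most: 1133 summits had a −log10 q of at least 10.

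The list gives no read counts, but its fold enrichment and p value together fix them. If the fold is (tags + 1)/(expected tags + 1) and p is the Poisson probability of more tags than were seen, each summit has 2 equations for 2 unknowns, where a tag is a read or read pair that the caller counted once. With these formulas all 7525 summits had exactly 1 whole-number tag count that matched the deposited p, the largest mismatch in −log10 p being 9.59e-05. When the p values were shuffled over the summits, 0.108% of the 7423 summits that received another p value had a match. The tag counts below therefore rest on these formulas, which the labels and the main text of the paper do not state. On them the added 1 makes every fold smaller than tags over expected tags, most of all where the expectation is low.

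The summits rested on few tags. The median was 7 IP tags (quartiles 6 and 9), the lowest 4, and 53.3% of summits (Wilson 95% confidence interval 52.2% to 54.4%) had 7 or fewer. Only 140 summits, or 1.86% (1.58% to 2.19%), had more than 20. At the genome-wide expectation of 0.326 tags, a summit of 7 tags has a fold of 6.03, and the exact 95% Poisson interval of the tags (2.81 to 14.4) puts that fold between 2.88 and 11.6. A summit of 4 tags has a fold of 3.77, with an interval from 1.58 to 8.48. For 6978 summits, or 92.7% (92.1% to 93.3%), the interval of the fold enclosed the median fold of the list, so at this depth most peaks could not be ranked against a typical peak.

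**Figure D1:**
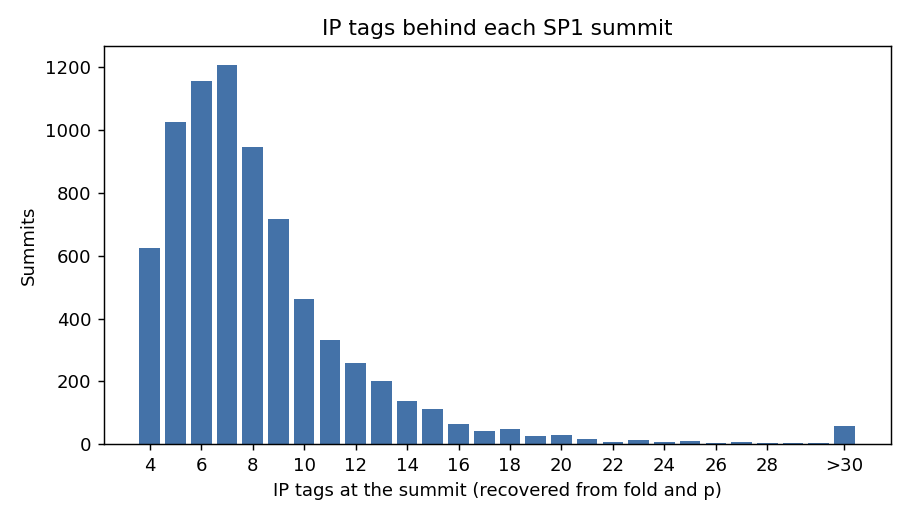
Number of SP1 summits (y axis) by the number of IP tags at the summit (x axis, whole tags, with all counts over 30 in the last bar), recovered from the deposited fold and p values of 1 IP library. The bars peak at 7 tags, the median, and start at 4 tags.

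The expected tags came from the input library. At 2306 summits, or 30.6% (29.6% to 31.7%), the expectation was the genome-wide one, and at the others local input raised it. The raised values under 1.2 tags all fell on 2 sets of equal steps, 83.3% on steps of 0.00411 tags and 16.7% on steps of 0.214 tags. The small steps included a coarser series of 0.0411 tags, on which 24.0% of the raised values lay. Read as the weight of 1 input tag in windows of 10 kb, 1 kb and 1 extended tag, the steps of 0.00411, 0.0411 and 0.214 tags give an extended tag of 192 bp, the same as the narrowest interval, and 4.68 input tags for every IP tag. On that reading the IP library had 1.70 tags per kb of the genome length set in the caller, which is unknown here, and the input library had 79.5 tags per 10 kb. The total number of tags in each library is unknown.

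The expectation had a median of 1.11 times and an upper quartile of 1.28 times the genome-wide one, which is its floor, so local input under that level does not show in it. In contrast, 62 summits in 58 intervals, or 0.824% of summits (0.643% to 1.05%), had an expectation of at least 5 times the genome-wide one. These summits had a median of 37.5 IP tags against 7 at the others, but a median fold of 4.75 against 6.02. A summit with a higher expectation needs more tags to be listed and is listed at a lower fold, so the threshold itself gives differences in these directions. The extreme case lay at chromosome 14, positions 46237381 to 46237585, where 1341 IP tags stood against 1022 expected, a fold of 1.31. A further group lay on 1 unplaced scaffold, where 16 summits in 9 intervals filled positions 60570 to 74094, with folds from 5.64 to 40.9 and input from 1.97 to 17.0 times the genome-wide level.

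**Figure D2:**
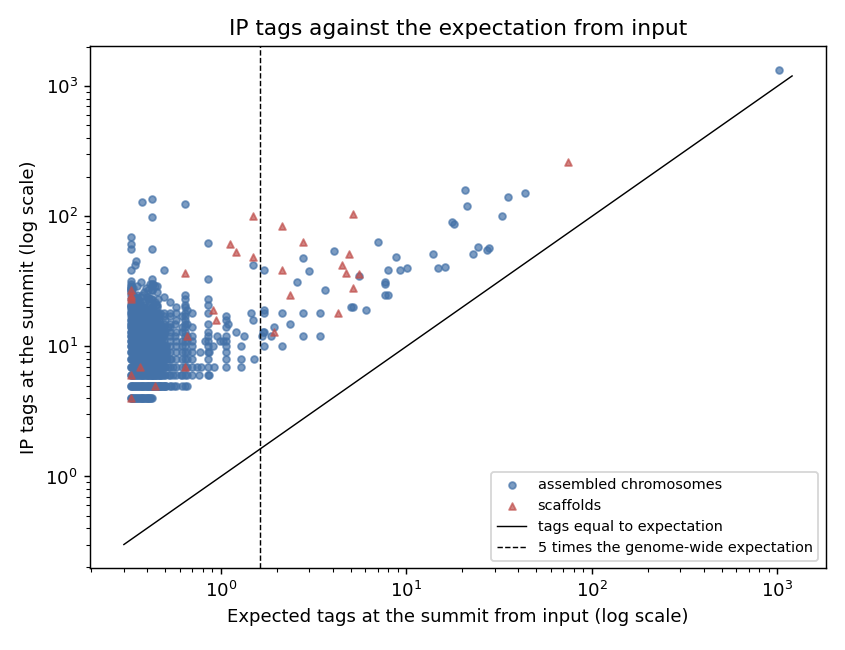
IP tags at each summit (y axis, log scale) against the tags expected from the input library (x axis, log scale), for assembled chromosomes (circles) and scaffolds (triangles), each point standing for all summits with the same 2 values. Every point lies above the solid line of equality, and the 62 summits right of the dashed line have at least 5 times the genome-wide expectation of 0.326 tags.

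The 10 intervals of highest fold, a list chosen after the values were seen, ranged from 34.0-fold to 96.0-fold with 45 to 136 IP tags at the summit. The highest lay at chromosome 4, positions 76778162 to 76778797, with a fold of 96.0 (80.6 to 113 from the Poisson interval of its 136 tags) and a −log10 q of 277. The next, at chromosome 10, positions 36262750 to 36263557, had 130 tags and a fold of 95.1 (79.6 to 113), which could not be told from the first at this depth. Of the 10 intervals, 3 lay within 11.5 kb on chromosome 4: besides the highest, those starting at 76767318 with a fold of 76.2 (63.4 to 90.7) and at 76772811 with a fold of 52.8 (41.2 to 66.6). The interval at chromosome 19, positions 51610376 to 51610633, had a fold of 70.0 (57.1 to 85.1) in a width of 258 bp, and that at chromosome 3, positions 2235089 to 2235324, a fold of 43.0 (32.7 to 55.6) in 236 bp. The expectation at the 10 summits was a median of 1.23 times the genome-wide one and at most 4.59 times, the latter on the scaffold named above, in a ranking by fold, which itself favours low expectations. Whether the tags of an interval were distinct fragments cannot be read from the list.

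Peaks were spread unevenly over the chromosomes. The 20 autosomes carried 7049 intervals, or 2.88 per Mb (exact 95% Poisson interval 2.81 to 2.95), counted over the length up to the last interval of each chromosome. Chromosome 10 had the highest density, 6.34 per Mb (5.87 to 6.83), followed by chromosome 12 with 5.56 (4.90 to 6.28), and chromosome 2 the lowest of the autosomes, 1.70 (1.54 to 1.87). The X chromosome had 58 intervals, or 0.381 per Mb (0.290 to 0.493), which was 0.132 times the autosomal density (exact 95% interval 0.100 to 0.171) and below the interval of every autosome. The limits on these densities and on their ratio take peaks as placed independently. Peaks lay close together, as described below, so the limits are too narrow. If part of the X chromosome or of an autosome carried no peaks for lack of alignable sequence, these densities do not show it. With a −log10 q of at least 10 the ratio was 0.0458, from 3 intervals on the X chromosome. The summits on the X chromosome had a median of 6 tags (95% interval 5 to 6) against 7 on the autosomes, and the genome-wide expectation in 79.3% of intervals (67.2% to 87.7%) against 30.4% (29.3% to 31.5%). The Y chromosome had 2 intervals, and 20 intervals lay on 10 scaffolds.

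**Figure D3:**
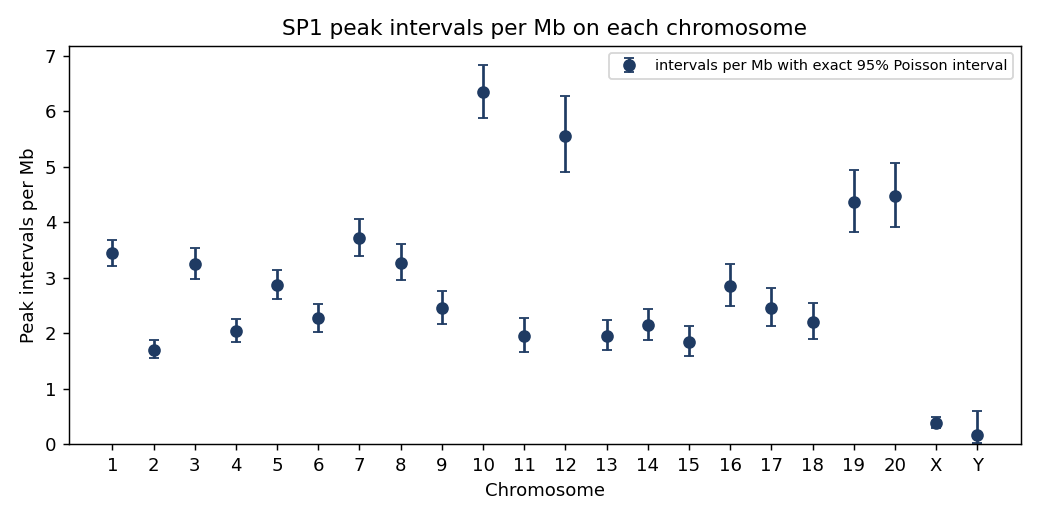
SP1 peak intervals per Mb (y axis) on each rat chromosome (x axis), from 1 IP library, with bars for the exact 95% Poisson interval of the count. Chromosome 10 is highest at 6.34 per Mb, and the X chromosome, at 0.381 per Mb, lies below all 20 autosomes, while the Y chromosome has 2 intervals.

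Within chromosomes the intervals lay close to one another. On the assembled chromosomes, 1646 of 7109 intervals, or 23.2% (22.2% to 24.1%), had a neighbour within 10 kb. In 100 random placements of as many intervals along each chromosome, this share had a mean of 6.43% and a range of 5.51% to 7.43%. The placements describe this list, because peaks of 1 library are not replicates.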

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

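The alternatives for every result but the number of peaks were chosen after seeing the data. The number of peaks depended on the threshold. Of 7525 summits, 3372 had a −log10 q of at least 5 and 1133 had at least 10. It stayed within 1.5 times in the other settings tried, with 5361 summits at a fold of at least 5, 7495 on assembled chromosomes and 7129 after merging.

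The median number of tags was 10 with a −log10 q of at least 5, 14 with at least 10 and 8 with a fold of at least 5. These rises follow from the thresholds, which remove summits of few tags. The ratio of the X chromosome to the autosomes fell from 0.132 to 0.0684, 0.0458 and 0.0846 under the same 3 thresholds, with 13, 3 and 26 intervals on the X chromosome, so the strictest values rest on few intervals. The direction stayed the same in all 3. The share of summits with the genome-wide expectation went from 30.6% to 29.2%, 32.7% and 31.9%. These lay outside the counting interval of the full list (29.6% to 31.7%) by little. That interval does not cover the counting error of the smaller subsets. A threshold on fold itself favours low expectations, and other causes were not tested. Restriction to assembled chromosomes, or to the best summit of each interval, left the median tags and the share at the genome-wide expectation within their intervals. Across the other results, on few-tag summits, multiple summits and neighbours, 9 alternatives moved the value, 6 of them lower and 3 higher, and 3 did not. Under the same 3 thresholds, intervals with several summits went from 4.99% to 8.30%, 5.24% and 6.70%. Summits with 7 or fewer tags went from 53.3% to 0%, 0% and 35.6%, and intervals with a neighbour from 23.2% to 9.18%, 3.41% and 15.7%. Results that count intervals already use 1 summit for each, and the ratio and the neighbours are defined on assembled chromosomes. Restriction to the best summit or to assembled chromosomes thus tests nothing there.

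The 8 planned results that need gene positions or genome sequence were not run, with all their alternatives. With 1 library per group, leaving out a replicate was not possible. No paired analysis was possible because each group holds 1 library.

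Depth limits the list most at its weak end. A summit at the genome-wide expectation needed 4 tags to be listed, and the list cannot show a site below that.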

Other observations

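The patterns below were noticed in the list. The tests on the 10 intervals of highest fold, the test on the crowding of summits with high input, and the values at stricter thresholds were chosen only after the result was seen.

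Calls that rest on few tags may come and go by counting alone. In a Poisson redraw of each summit from its own tag count, 86.5% of summits would pass the weakest p of the list again, but 56.7% of the summits with 4 tags and 64.8% of those with 5 or fewer. Of the calls lost, 90.6% had 7 or fewer tags. Above 10 tags, where 1390 summits lie, 99.4% would pass. These shares leave out variation between animals and the selection of high counts at the threshold, and both would lower them. Those summits include most of the ones with high input described further on, so passing again is not a measure of enrichment.

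The low density on the X chromosome in male animals has an obvious technical candidate, since a single X copy leaves 0.5 of the tags of each site. The expectation at X intervals lay at its genome-wide floor more often than on the autosomes (79.3% against 30.4%), which is consistent with less input DNA there. Halving was applied to the autosomal intervals by keeping each tag with probability 0.5 and halving the local input. On average 52.9% of them would still pass the weakest p of the list at the summit. An interval that loses tags may also narrow, which was not modelled. Loss of intervals under the narrowest listed width, 192 bp, would lower this share and the densities below. The densities would then run from 0.873 per Mb on chromosome 2 to 3.17 per Mb on chromosome 10, all above the upper limit of 0.493 per Mb on the X chromosome. Judged by summit tags alone, copy number is thus too small a cause at this threshold, if X sites otherwise resemble autosomal ones. Loss by width is left out, so the calculation does not settle it. Sites that are not listed but would pass once local input is lowered are left out of these densities, and they would raise them. With a −log10 q of at least 5 the ratio expected from halving the average autosome was 0.168 and the observed one 0.0684 (0.0364 to 0.117). This sets the X chromosome against the average only, not against the autosome of lowest density as above, so it is the weaker comparison. With at least 10 it was 0.121 against 0.0458 (0.00943 to 0.134), and there the 3 X intervals did not exclude it. What stays open, untested here, is a lower number of SP1 sites or of genes on the X chromosome, or poorer alignment to it. A biological difference in X chromatin and the loss of narrowed intervals at a single copy stay open too.

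Extra copies of the locus, which raise IP and input alike, stay open as part of the signal at the 10 intervals of highest fold. Their input expectation was a median of 1.23 times the genome-wide one, while their tags were a median of 258 times it. Since the 10 were ranked by fold, low input against tags follows from the selection and decides nothing. The highest expectations among them were 4.59 times the genome-wide one on the scaffold and 2.62 times on chromosome 15. Amplified copies of single fragments stay open too. The narrowest of the 10 was 236 bp wide with 56 tags, little more than the 192 bp of 1 extended tag, and the interval on chromosome 19 held 99 tags in 258 bp. Most were wider, with a median of 738 bp, but width does not count distinct fragments, so amplified copies and distinct fragments cannot be told apart without the reads. The 3 intervals within 11.5 kb on chromosome 4 would be a first place to look. No biological explanation was tested.

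The 62 summits with at least 5 times the genome-wide input were crowded. They fell in 30 windows of 1 Mb or scaffolds, whereas 1000 random sets of 62 summits fell in 55 or more. Summits within 10 kb of one another share input and qualify together. With such summits joined, 41 sites remained in the 30 windows, and 1000 random sets of as many joined sites fell in 37 to 41. Chromosome 19 between 22487509 and 22760531 held 6 of the 62 summits, counted before joining, with input up to 64.9 times the genome-wide level, and chromosome 1 between 55019594 and 55062953 held 5 of the 62, with input up to 85.1 times. Such crowding is consistent with extra copies of a locus relative to the assembly, either collapsed repeats or copy number in the strain, and it is a hypothesis. Their enrichment in IP over this raised input may still be real. At a fold of 1.31 on 1022 expected tags, the site on chromosome 14 passes its threshold through depth, and an error of that size in scaling IP to input could produce it. No biological explanation was tested.

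The closeness of neighbouring intervals exceeded chance placement along each chromosome, with 23.2% of intervals against at most 7.43% in 100 random placements. It also exceeded regional peak density at the scale of 1 Mb. When each interval was moved at random by up to 0.5 Mb, the share had a mean of 13.6% and at most 14.8% over 100 sets, so regional density accounts for part of the excess. The share over the mean of 20 such sets was 1.68 for the full list, 1.46 with a −log10 q of at least 5 and 1.44 with at least 10, where the observed 3.41% lay within the range of the moved sets (1.14% to 3.78%). Sites that share a promoter or a gene cluster could give such pairs, as could 1 broad region that the caller split at low depth. Neither was tested, since no gene positions were used.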
